A study of Homo sapiens with 20 samples. Its data were reported in "TAZ-CAMTA1 and YAP-TFE3 alter the TAZ/YAP transcriptome by recruiting the ATAC histone acetyltransferase complex" (2021).

How the data were processed

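Accessible chromatin was profiled by ATAC-seq, in which a transposase cuts open DNA and the fragments are sequenced, in SW872, an established human liposarcoma cell line. Per the labels, 20 libraries came from cells stably transduced with 1 of 7 vectors: the empty vector (EV), TAZ4SA and YAP5SA (mutant forms of full-length TAZ and YAP), CAMTA1 and TFE3 (the full-length C-terminal partners), and the fusions TAZ-CAMTA1 and YAP-TFE3. Each group had 3 libraries except TFE3, which had 2. The title of the third EV library calls it a redo. What was repeated is not stated, nor whether that library was made apart from the others, and the EV list is the reference for every share of peaks without an EV peak. The libraries of the YAP-TFE3 group carry a title that names YAP5SA as the YAP part, and they are called YAP-TFE3 throughout.

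The deposited data analysed here are 7 peak lists, 1 per vector, in hg19 (GRCh37) coordinates. According to the methods of the study, reads were trimmed with NGmerge, aligned with BWA-MEM, and peaks were called with Genrich in its ATAC-seq mode, with removal of PCR duplicates, a blacklist of signal artefact regions and exclusion of the mitochondrial genome and several unplaced contigs; no control library is named in the calling. Those methods describe calling on each replicate, whereas the lists hold 1 set of peaks per vector and do not say how libraries were combined. The libraries of a vector therefore could not be compared with each other, the list is the unit of every comparison, and no test across peaks was run. Per-library depth was not analysed here and the depth behind each list is unknown.

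The values attached to a peak are the authors' own, from their peak caller. The signal of a peak, as the authors deposited it, is the area under the curve of the caller's statistic, and its lowest value was 20.0 in every list. The −log10 p of the peak summit and its −log10 q were also deposited. The deposited score is the mean area per base pair, capped at a maximum, and was not used further. These values were used to describe, rank or filter the peaks within a list. Positions are given counting from 1.

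From the lists, the number of peaks, the bases covered and the peak widths were computed. No list held overlapping peaks (0 in each). The similarity of 2 lists was the Jaccard index over covered bases, the bases covered by both divided by those covered by either, for all 21 pairs; the indices differed from those of bedtools 2.31.1 by 0. For a background, every list was shifted in a circle along each chromosome by its own random distance and the indices were recomputed, 100 times. The chromosome ends were taken as the last base of any peak, and assembly gaps were not kept in place. A peak counted as shared with EV if it overlapped an EV peak by 1 bp or more. Shares of peaks are given with Wilson 95% intervals, which cover counting error only and not the variation between libraries. The interval of a ratio of peak numbers came from the Wilson interval of the corresponding share, and that of a difference between Jaccard indices from Newcombe's method. The intervals of the indices and of their differences count every base as independent, although bases come in peaks, and are too narrow.

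Sites were made by merging overlapping peaks of all lists, and each site was assigned the lists that have a peak in it. Counts of sites held by exactly 2 lists were set against random pairing, the counts that would arise if each list kept its number of such sites and its partners were drawn in proportion to the numbers of the others. All pairs that omit EV depend on the same EV list, so this value is printed beside the observed count. To separate the similarity of a pair from the general similarity of each of its lists, the natural log of the Jaccard index was modelled as a sum of list effects, and the residual of the pair was taken. The spread of these residuals and of the ratios was described by recomputing them on each of 22 autosomes, which are not replicates.

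The comparisons, their alternatives and the rule for named sites were fixed before the data were examined. The rule names the 5 sites in both fusion lists and none of the other lists with the largest smaller-of-2 area under the curve of their fusion peaks. The alternatives were peaks with a summit −log10 p of at least 4, equal numbers of peaks from every list (152702, the length of the shortest list) ranked by −log10 p or by area under the curve, autosomes only, an overlap of 50% of both peaks, windows of 250 bp to each side of the summit, and bases covered in place of peak number. Further alternatives were chosen after seeing the data. One keeps peaks with a summit −log10 p of at least 5 only. The other leaves out 274 of 5442 bins of 500 kb, those in the top 5% by their number of weak peaks (summit −log10 p under 5) summed over all lists. The random pairing and the list effects were also chosen after seeing the data.

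The gene annotation and genome at hand were of GRCh38, and coordinates were not converted. Promoter shares, gene assignments, the hypergeometric index of shared genes, sequence motifs and named gene loci were therefore not analysed here, nor was a check of the labels at the construct genes. The interval routines were tested on simulated lists: all 917 simulated merged sites were recovered with their lists, and 0 of 5280 overlap calls were wrong. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.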

Results

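The 7 peak lists described accessible chromatin in SW872 cells expressing the fusions TAZ-CAMTA1 and YAP-TFE3, the full-length proteins they derive from, or the empty vector (EV). The EV list held 171102 peaks and covered 70596855 bases. The TAZ4SA list was the shortest, with 152702 peaks over 52834428 bases, and the CAMTA1 list held 223651 peaks over 98274341 bases. The TAZ-CAMTA1 list was the longest, with 236893 peaks over 113741751 bases. The YAP5SA list held 230886 peaks over 86923118 bases, the TFE3 list 156421 peaks over 72931288 bases, and the YAP-TFE3 list 235795 peaks over 104384437 bases. The median peak width ranged from 169 bp in the TAZ4SA list to 217 bp in the TFE3 list. The authors' median summit −log10 p lay between 4.67 in the EV list and 4.87 in the YAP-TFE3 list. Each vector had a single list, so no value below has a replicate error, and the number of reads behind each list is unknown.

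**Figure D1:**
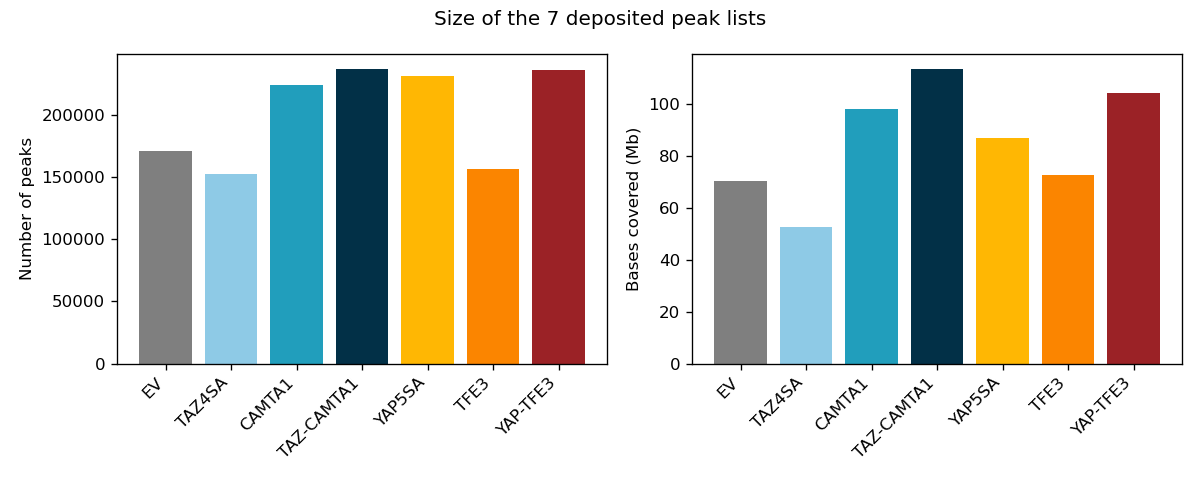
Number of peaks (left) and bases covered in Mb (right) in each of the 7 peak lists, as bars. The TAZ-CAMTA1 list is the longest by both measures and the TAZ4SA list the shortest.

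The study asked whether the fusions change the accessible chromatin relative to full-length TAZ and YAP, and the first comparison was of list size. The TAZ-CAMTA1 list held 1.55 times as many peaks as the TAZ4SA list. Counting bases covered moved this ratio the most, to 2.15. The YAP-TFE3 list held 1.02 times as many peaks as the YAP5SA list and covered 1.20 times as many bases. With peaks of a summit −log10 p of at least 4 only, this ratio was 0.996 (95% interval 0.990 to 1.00), which was not distinguishable from 1 by counting error. Relative to EV, the TAZ-CAMTA1 list held 1.38 times and the YAP-TFE3 list 1.38 times as many peaks. The TAZ-CAMTA1 list held 1.06 times as many peaks as the CAMTA1 list, a ratio that was 1.00 with peaks of a summit −log10 p of at least 4 only. The YAP-TFE3 list held 1.51 times as many as the TFE3 list, whose group had 2 libraries where the others had 3.

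The next comparison asked which full-length protein gives the profile nearest to that of each fusion. The Jaccard index of the TAZ-CAMTA1 list was 0.665 with the CAMTA1 list and 0.375 with the TAZ4SA list, a difference of 0.291. Fixed windows around the summits moved this difference the most, to 0.201. The index of 2 lists cannot exceed the bases of the smaller divided by those of the larger. The TAZ4SA list covered 52834428 bases and the CAMTA1 list 98274341. Of the TAZ4SA bases 85.9% lay in TAZ-CAMTA1 peaks, and of the CAMTA1 bases 86.2%. Coverage and profile were therefore not separated in this difference. The index of the TAZ-CAMTA1 list with the EV list was 0.543, which exceeded that with TAZ4SA by 0.168. The YAP-TFE3 list had an index of 0.630 with the TFE3 list and 0.558 with the YAP5SA list, a difference of 0.0723. By this index it was nearer to the CAMTA1 list, at 0.671, than to the TFE3 list. CAMTA1 was thus the full-length protein with the highest index for both fusions. With equal numbers of peaks by −log10 p these indices were 0.697 and 0.670. The TFE3 list covered fewer bases than the CAMTA1 list, which bounds its index more. Of the TFE3 bases 94.0% lay in YAP-TFE3 peaks, against 82.8% of the CAMTA1 bases. The index of the YAP-TFE3 list with the EV list was 0.552, lower than that with YAP5SA by a difference of -0.0053. This order was not stable: with equal numbers of peaks the index with EV was the higher, at 0.581 against 0.579 by −log10 p and 0.580 against 0.579 by area. The fusion lists were nearer to each other, at 0.681, than either was to any other list. Randomly shifted lists gave lower values, the highest of 100 shifts being 0.0231 for TAZ-CAMTA1 with CAMTA1, 0.0175 for TAZ-CAMTA1 with TAZ4SA, 0.0190 for YAP-TFE3 with TFE3 and 0.0203 for YAP-TFE3 with YAP5SA.

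The TAZ4SA list was the least similar partner of each of the 6 other lists. Its indices ran from 0.375 with TAZ-CAMTA1 to 0.498 with TFE3, and it had an index of 0.496 with EV and of 0.475 with YAP5SA. Most of the bases it covered nevertheless lay in peaks of the other lists: 86.5% in those of CAMTA1, 86.1% in YAP-TFE3, 85.9% in TAZ-CAMTA1, 85.1% in YAP5SA, 79.2% in TFE3 and 77.4% in EV. The TFE3 list was largely contained in others. Of its covered bases, 96.3% lay in peaks of the TAZ-CAMTA1 list, 94.0% in those of YAP-TFE3 and 92.7% in those of CAMTA1. The values were lower for YAP5SA, at 80.6%, and EV, at 77.4%, and lowest for TAZ4SA, at 57.4%. Of the bases covered by the EV list, 91.9% lay in peaks of the TAZ-CAMTA1 list, 88.2% in YAP-TFE3 and 87.3% in CAMTA1. The values were 79.9% for TFE3, 78.2% for YAP5SA and 58.0% for TAZ4SA. A list that covers more bases can hold more of another, and these shares were not corrected for coverage. For the TFE3 bases they fell in the order of the bases covered by the holding lists. For the EV bases they did so too, except that TFE3 lay above YAP5SA.

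**Figure D2:**
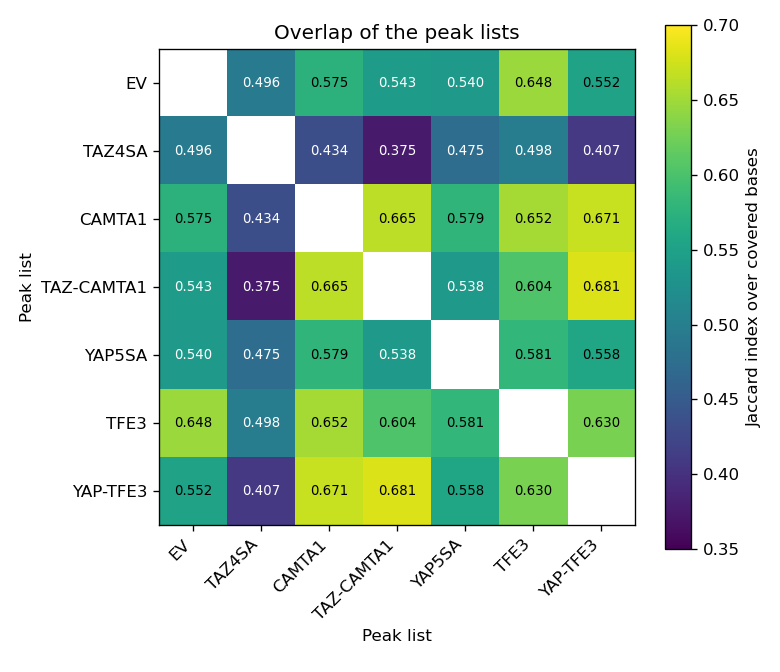
Jaccard index over covered bases for every pair of the 7 peak lists, printed in each cell and shown by colour. The fusion lists have the highest index, 0.681, and TAZ4SA with TAZ-CAMTA1 the lowest, 0.375.

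Accessible sites beyond those of the empty vector were counted as peaks that overlapped no EV peak. In the TAZ-CAMTA1 list, 121973 of 236893 peaks had no EV peak, a share of 51.5% (Wilson 95% interval 51.3 to 51.7%). In the YAP-TFE3 list the count was 119461 of 235795, or 50.7% (50.5 to 50.9%). The share was 33.9% (33.7 to 34.1%) in the TAZ4SA list, 46.8% (46.6 to 47.1%) in the CAMTA1 list, 47.9% (47.7 to 48.1%) in the YAP5SA list and 27.6% (27.4 to 27.9%) in the TFE3 list. The TAZ-CAMTA1 share exceeded that of TAZ4SA by 17.6 percentage points and that of CAMTA1 by 4.64. The YAP-TFE3 share exceeded that of YAP5SA by 2.75 percentage points and that of TFE3 by 23.0. Requiring an overlap of 50% of both peaks moved the fusion shares the most, to 71.5% for TAZ-CAMTA1 and 69.6% for YAP-TFE3. The other lists then had 66.6% (TAZ4SA), 66.7% (CAMTA1), 69.1% (YAP5SA) and 49.3% (TFE3), so that TAZ-CAMTA1 exceeded TAZ4SA by 4.82 percentage points and YAP-TFE3 exceeded YAP5SA by 0.480. When as many peaks were taken from every list by −log10 p, the shares were 36.7% for TAZ-CAMTA1, 37.1% for YAP-TFE3, 35.8% for TAZ4SA, 34.9% for CAMTA1, 36.7% for YAP5SA and 29.8% for TFE3.

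The peaks without an EV peak were narrower and had lower summit values than the others of their list. In the TAZ-CAMTA1 list their median width was 114 bp against 520 bp for peaks that overlapped an EV peak, and their median summit −log10 p was 4.02 against 6.91. In the YAP-TFE3 list the median widths were 112 and 434 bp and the median summit values 4.15 and 7.06. In the opposite direction, 14.4% of the EV peaks had no TAZ-CAMTA1 peak (14.2 to 14.6%) and 19% had no YAP-TFE3 peak (18.8 to 19.2%). The corresponding shares of EV peaks were 49.5% for TAZ4SA, 28.9% for YAP5SA, 20.2% for CAMTA1 and 30.8% for TFE3. These shares rose as the bases covered by the list fell, and were not corrected for coverage.

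**Figure D3:**
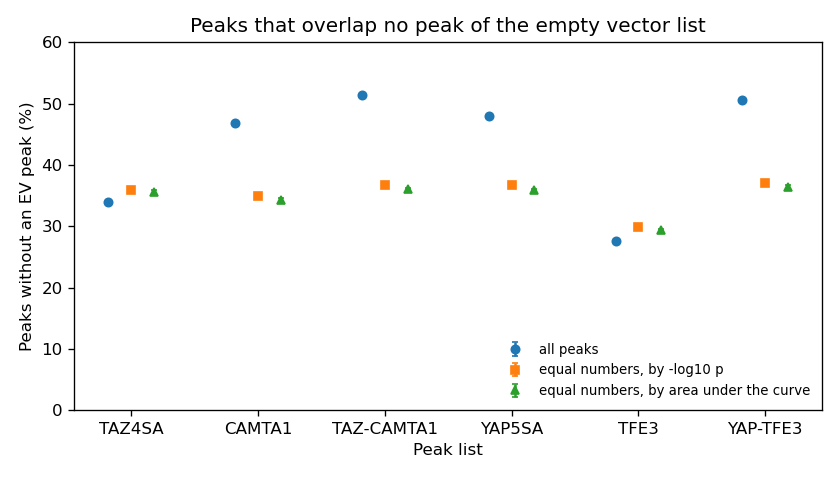
Percent of the peaks of each list that overlap no EV peak, for all peaks and for equal numbers of peaks per list ranked by −log10 p or by area under the curve. Bars show Wilson 95% intervals, which are about as small as the symbols. With equal numbers ranked by −log10 p the shares other than TFE3 lie between 34.9 and 37.1%.

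Merging all lists gave 372005 sites, of which 60373 (16.2%) had a peak in all 7 lists and 157188 (42.3%) in 1 list only. Sites in a single list numbered 39214 for YAP5SA, 34769 for TAZ-CAMTA1, 30003 for YAP-TFE3, 21019 for CAMTA1, 18282 for TAZ4SA, 12382 for EV and 1519 for TFE3. To ask which sites the fusions share with each other alone, sites with a peak of both fusions and of none of the other lists were counted. There were 11734 such sites, the largest count of the 21 pairs of lists. The next were CAMTA1 with TAZ-CAMTA1 at 7060 and CAMTA1 with YAP-TFE3 at 5352. Random pairing gave 9672 for the fusions, so that the observed count was 1.21 times that number. Equal numbers of peaks ranked by area under the curve moved the count the most, to 4000. The ratio to random pairing was highest for TAZ4SA with YAP5SA, at 2.88 from 3678 sites, followed by EV with TAZ4SA at 1.93 from 982 sites, TAZ-CAMTA1 with TFE3 at 1.42 from 1161 sites, and the fusions. The ratio was 0.381 for TAZ4SA with TAZ-CAMTA1, from 959 sites, and lowest for TAZ4SA with TFE3, at 0.307 from 51 sites. This order was not stable. TAZ4SA with TAZ-CAMTA1 was the lowest with equal numbers by −log10 p (0.327) and by area (0.323), and with fixed windows (0.353).

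**Figure D4:**
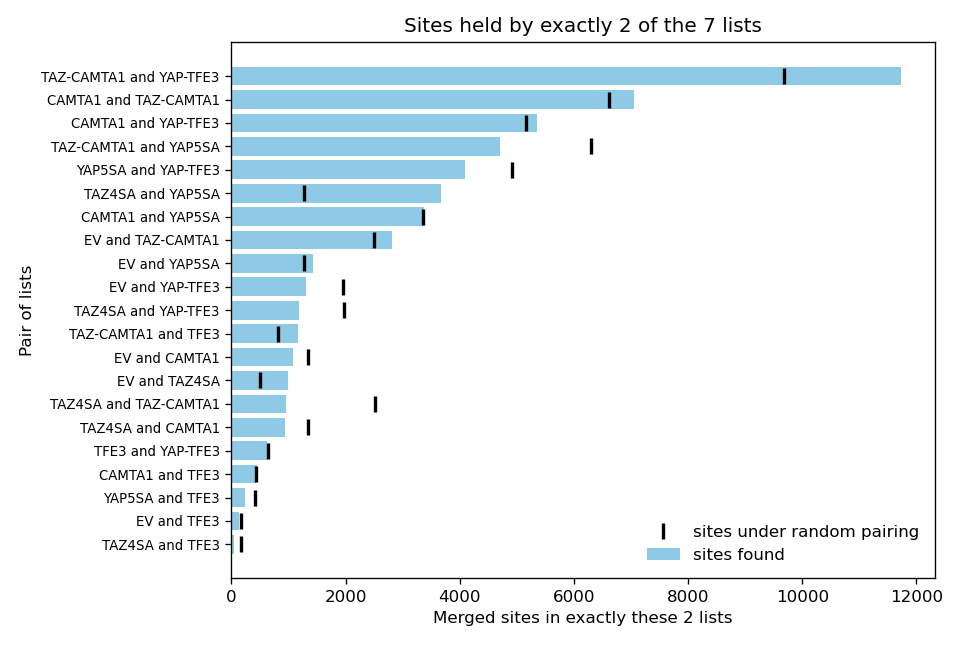
Number of merged sites held by exactly 2 of the 7 lists, as bars, for every pair, with the number under random pairing as a vertical mark. The fusions share 11734 such sites, and TAZ4SA with YAP5SA exceeds its mark by the largest ratio.

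The sites shared by the fusions alone were mostly weak. Their median summit −log10 p was 3.95 in the TAZ-CAMTA1 list and 4.05 in the YAP-TFE3 list, and the median of the smaller area under the curve was 39.1. The 5 named sites are those with the largest smaller area, so their larger areas follow from the rule. The first lay on chromosome 6 from 35075267 to 35075983 (hg19), with an area of 940 in the TAZ-CAMTA1 list and 836 in the YAP-TFE3 list and summit −log10 p values of 6.28 and 6.08. The second lay on chromosome 22 from 33313548 to 33314199, with a smaller area of 733, in the YAP-TFE3 list. The third, on chromosome 1 from 154326973 to 154327460, had areas of 679 and 839. The fourth, on chromosome 8 from 58843649 to 58844053, had areas of 657 and 678. The fifth, on chromosome 20 from 43391085 to 43391507, had areas of 630 and 592. The nearest peak of any other list was 1082, 1755, 591, 4967 and 269 bp away, respectively. Their summit −log10 p ran from 6.28 to 7.15 in the TAZ-CAMTA1 list and from 6.08 to 6.95 in the YAP-TFE3 list. The medians of peaks that overlapped an EV peak were 6.91 and 7.06 in these lists. Genes near these sites were not analysed here.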

Values the study reported

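The study assigned peaks to genes. It reported that 15,779 genes with a peak were common to TAZ-CAMTA1 and its controls, and that the corresponding number for YAP-TFE3 was 16,809. Outside this baseline it counted 3147 genes for TAZ-CAMTA1 against 656 for TAZ4SA, and 2499 for YAP-TFE3 against 1629 for YAP5SA. Its index of gene overlap, a negative log10 hypergeometric density, was 106.0 for YAP-TFE3 with YAP5SA and 98.0 for YAP-TFE3 with TFE3. The study treated these values as about equal, and by the same index found TAZ-CAMTA1 nearest to CAMTA1. It also counted reads per sample at consensus peaks and tested contrasts of accessibility. In its principal component analysis the fusion samples grouped with those of CAMTA1 and TFE3, apart from TAZ4SA and YAP5SA.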

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

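Of 47 values of the main comparisons recomputed under alternatives, 1 crossed to the other side of no difference by an amount within its counting error, 39 moved beyond counting error or by more than 1.5 times, and 7 stayed within those limits. The count says little about the Jaccard values, 13 of the 39, because their intervals take bases as independent and are too narrow. The cause of a change was not tested unless the alternative's construction shows it. With peaks of a summit −log10 p of at least 4 only, the ratio of peak numbers fell to 1.24 for TAZ-CAMTA1 to TAZ4SA and to 0.996 for YAP-TFE3 to YAP5SA. The 95% interval of the latter, 0.990 to 1.00, includes 1, so that it was not distinguishable from equal numbers. By bases covered the ratios were 2.15 and 1.20. Under the alternatives chosen after seeing the data they were 1.60 and 1.05 without the bins with the most weak peaks, and 1.51 and 1.10 at a summit −log10 p of at least 5.

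Both differences between Jaccard indices kept their sign under every alternative run. With the lists as deposited they ranged over the 22 autosomes from 0.255 to 0.357 and from 0.0484 to 0.101. The difference of TAZ-CAMTA1 with CAMTA1 minus with TAZ4SA was 0.294 at a summit −log10 p of at least 4, 0.290 and 0.292 with equal numbers of peaks by −log10 p and by area, 0.291 on autosomes, 0.201 with fixed windows, 0.294 without the bins with the most weak peaks and 0.317 at a summit −log10 p of at least 5. The difference of YAP-TFE3 with TFE3 minus with YAP5SA was 0.0675, 0.0909, 0.0880, 0.0723, 0.0487, 0.0752 and 0.0509 in the same order. TAZ4SA was the least similar partner of all 6 other lists with the lists as deposited and under each of these 7 alternatives.

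The shares of TAZ-CAMTA1 and YAP-TFE3 peaks without an EV peak were 44.4 and 45.9% at a summit −log10 p of at least 4, 36.7 and 37.1% with equal numbers by −log10 p, 36.1 and 36.5% with equal numbers by area, 71.5 and 69.6% with an overlap of 50% of both peaks, 42.2 and 42.2% with fixed windows, 52.2 and 52.1% without the bins with the most weak peaks, and 42.7 and 45.7% at a summit −log10 p of at least 5. With equal numbers the fusion lists lose their weakest peaks by construction. The YAP-TFE3 share was the lower of the 2 with the lists as deposited and the higher with either stricter summit value. With equal numbers, with fixed windows and without those bins the 95% intervals of the 2 shares overlapped.

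The count of sites in both fusion lists and no other list was 7262 at a summit −log10 p of at least 4, 4067 and 4000 with equal numbers by −log10 p and by area, 6831 with fixed windows, 11400 on autosomes, 10054 without the bins with the most weak peaks and 5666 at a summit −log10 p of at least 5. It was the largest of the 21 pair counts in each case. With equal numbers the next pair was TAZ4SA with YAP5SA, at 3921 by −log10 p and 3840 by area.

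Of 361 other values, of Jaccard indices and 2 further differences between them, shares, pair counts and 4 ratios to random pairing, 253 moved, 157 of them Jaccard values to which the same limit applies, 106 did not and 2 reversed. The 2 were the difference of YAP-TFE3 with EV minus with YAP5SA, -0.0053 as deposited, which became 0.00208 with equal numbers by −log10 p and 0.000661 by area. It stayed below 0 under the 5 other alternatives run. That of TAZ-CAMTA1 with EV minus with TAZ4SA kept its sign in all 7. No paired analysis was possible because the lists hold no values per library. For the same reason the alternatives that leave out a library or use the replicate number as a block were not run. The planned promoter, gene, hypergeometric and motif results and their alternatives were not run without an annotation and genome of the same build. Unknown read depth limits every comparison of list length.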

Other observations

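The patterns in this part, and the use of the tests on explanations for them, were chosen after the results were seen. Some settings of the tests had been fixed before the data were examined. These were equal numbers of peaks, fixed windows, the larger overlap of both peaks and the lower of the stricter summit values. The shares of fusion peaks without an EV peak under these settings were planned as well. Each vector has 1 list, so an effect of the construct and any other difference between the lists, such as read depth, were not separated, and an effect of the construct stays open and untested throughout.

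The TAZ-CAMTA1 and YAP-TFE3 lists held higher shares of peaks without an EV peak than the TAZ4SA list, by 17.6 and 16.8 percentage points. List length is a candidate explanation. When as many peaks were taken from every list by −log10 p, the differences were 0.844 and 1.24 percentage points, and by area under the curve 0.413 and 0.807. These values are in line with list length as the source of most of the difference. The first difference was also smaller with fixed windows, at 8.56, and with an overlap of 50% of both peaks, at 4.82. A part of peak width is therefore not excluded. At a summit −log10 p of at least 4 the first difference was 10.3. It was not smaller at 5 or more, at 18.2, or without the bins with the most weak peaks, at 18.6. Whether the construct or the depth of sequencing made the lists long remains open. List length alone did not account for the low share of the TFE3 list: it lay below the next lowest list by a difference of -6.26 percentage points with all peaks and of -5.12 with equal numbers by −log10 p. The TFE3 group had 2 libraries, and the depth of its list is unknown.

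The TAZ-CAMTA1 list had a lower Jaccard index with the TAZ4SA list than with any other list, although 85.9% of the bases of the TAZ4SA list lay in its peaks. Its index with TAZ4SA differed from its next lowest by -0.163. With equal numbers of peaks by −log10 p the difference was -0.155, which argues against list length as the whole cause. Without the 500-kb bins with the most weak peaks it was -0.160, which argues against those bins. With equal numbers of peaks and windows of one width, the index with TAZ4SA was 0.293 and the next lowest 0.379, a ratio of 0.774, so narrower TAZ4SA peaks did not account for all of it. A general dissimilarity of the TAZ4SA list was tested by giving every list its own level. The residual of the pair was then -0.145 on the natural log scale and lay below 0 on 22 of 22 autosomes, from -0.182 to -0.114. With equal numbers of fixed windows it was -0.112. The pair may thus be less alike than the general level of its lists gives. The low level of TAZ4SA with the other lists was tested by its index with a list divided by the next lowest of that list, as a median over the 6 lists. The median was 0.806 as deposited, 0.795 with equal numbers by −log10 p, 0.804 with equal numbers of fixed windows and 0.809 without the bins, and lay under 1 on 22 of 22 autosomes in each of these 3 tests. This argues against list length, narrower peaks and those bins as the whole cause of the low level, whose cause stays open.

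The fusions alone shared 11734 sites, 1.66 times the next largest pair count. That pair was CAMTA1 with TAZ-CAMTA1. With equal numbers of peaks the lead over it was 1.60 by −log10 p and 1.62 by area, which argues against list length as its whole cause. The count was 3.19 times that of TAZ4SA with YAP5SA with all peaks, and 1.04 times by either ranking with equal numbers, so list length is a candidate source of most of the lead over this pair, which has the shortest list in it. The ratio to random pairing was 1.21 with all peaks, the fourth highest of the 21 pairs. It was 1.40 with equal numbers by −log10 p, 1.40 by area and 1.42 with fixed windows, the last of which argues against peak width as the cause of the excess. Random pairing takes each list's number of 2-list sites as given, so equal numbers say little here about list length. The ratios are also tied, because an excess in 1 pair of a list needs a deficit in its others. The fusion ratio can thus reflect low ratios of other pairs. With all peaks the fusion ratio exceeded 1 on 22 of 22 autosomes, from 1.07 to 1.84. Among sites whose 2 lists both had a peak of a summit −log10 p of at least 5, 235 were shared by the fusions, 3.70 times random pairing, with a ratio above 1 on 22 of 22 autosomes. These sites were chosen for strong peaks in both lists, and random pairing was refitted among them. The ratio therefore shows an excess at such sites but does not test the part of weak peaks. The 235 sites were 2.00% of the sites of the pair. The other 98.0% had a weaker peak in at least 1 of the lists. When only peaks with a summit −log10 p of at least 4 were kept in every list, the ratio was 1.31, and at 5 it was 1.29. An excess thus remained without weak peaks, but a site counted this way can hold a weaker peak of another list. For the 98.0% the part of weak peaks stays open. The ratio was 1.20 without the bins with the most weak peaks, and those bins did not account for it either. The ratio was the fifth highest without the bins and with only peaks of at least 5 kept. In the other tests it was the fourth highest, so the excess is not particular to the fusions. A common set of sites opened by the fusions was not tested here. That needs lists or counts from each library, which the study's own analysis used.

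The TAZ4SA and YAP5SA lists alone shared 2.88 times the sites that random pairing gives, the highest ratio of the 21 pairs. It exceeded 1 on 22 of 22 autosomes, from 1.56 to 5.20. The ratio was lower, at 2.52 and 2.53, with equal numbers of peaks by −log10 p and by area, and 2.25 with fixed windows. The last value argues against peak width as the whole cause. Equal numbers say little here about list length, because random pairing takes each list's number of 2-list sites as given. The ratio was 3.30 without the bins with the most weak peaks, which argues against those bins. Among sites whose 2 lists both had a peak of a summit −log10 p of at least 5, 537 were shared by this pair, at a ratio of 1.88 that ranked 7 of 21 and exceeded 1 on 22 of 22 autosomes. As these sites were chosen for strong peaks and random pairing was refitted among them, the part of weak peaks was not tested. The 537 sites were 14.6% of the sites of the pair. When only peaks with a summit −log10 p of at least 5 were kept in every list, the ratio was 4.48 from 1887 sites. At a value of at least 4 it was 2.78, and it was the highest of the 21 pairs in both cases. A site counted this way can hold a weaker peak of another list. The first rank was thus kept without weak peaks, but not among the 537 sites. For the other 85.4% the part of weak peaks stays open. EV with TAZ4SA also had a high ratio, 1.93 with all peaks and from 1.71 to 2.51 under the alternatives. A high ratio with TAZ4SA is thus not particular to YAP5SA. Whether the lists share a response to TAZ and YAP is not decided by that other pair.

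The peaks were unevenly placed along the genome. Of the 274 bins of 500 kb with the most weak peaks, 50 lay on chromosome 5, 40 on chromosome 7, 38 on chromosome 11, 30 on chromosome 20 and 21 on chromosome 13. These bins held 23.0% of the EV peaks, 21.1% of TAZ4SA, 19.8% of YAP5SA, 18.9% of CAMTA1, 18.8% of TAZ-CAMTA1, 17.7% of YAP-TFE3 and 17.5% of TFE3 peaks. Of the sites found in the EV list only, 37.6% lay in them, against 19.2% of all sites. Chromosome 5 held 11.1% of the EV peaks and 11.6% of the TAZ4SA peaks, against 8.78% of the TAZ-CAMTA1 and 8.12% of the TFE3 peaks. No explanation, technical or biological, was tested.

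In bins of 100 kb, the largest excess of the YAP-TFE3 list over every other list lay on chromosome 5 from 94300001 to 94400000 (hg19), with 36 peaks against 7 in the EV list, the next highest. Their median summit −log10 p was 4.67 and the highest 11.8. The largest excess of the YAP5SA list lay on chromosome 20 from 59700001 to 59800000, with 55 peaks against 20 in the TAZ4SA list. That of the TAZ-CAMTA1 list lay on chromosome 16 from 49800001 to 49900000, with 56 peaks against 36 in the CAMTA1 list. The EV and TAZ4SA lists also had such bins, with 73 and 78 peaks, each against 53 in the YAP5SA list. The CAMTA1 list had 58 peaks against 44 in the YAP-TFE3 list, and the TFE3 list 24 against 19 in the CAMTA1 list. These bins were found by a search and no explanation was tested.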
